A study of Homo sapiens with 14 samples. Its data were reported in "Glial cell diversity and methamphetamine-induced neuroinflammation in human cerebral organoids" (2020).

How the data were processed

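Cerebral organoids were grown from H9 human embryonic stem cells, and 8 untreated organoids and 6 organoids exposed to 5 µM METH were dissociated and loaded 1 per library on a droplet system with 3-prime counting. Batch and sample number were taken from the sample titles. The deposited files hold raw UMI counts per gene and cell barcode, made by the authors with Cell Ranger 8.0.1 on GRCh38 from called cells; the settings for introns and cell calling are not stated. All libraries share 38606 gene entries, of which 43 have a symbol used more than once and were kept apart by their identifiers. Gene positions were taken from GENCODE release 44 by Ensembl identifier.

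Cells with fewer than 200 detected genes were removed, as the study states, which left 17796 untreated and 15842 METH cells. Doublets were scored per library with Scrublet (scanpy 1.11.5, Python 3.11.15). The automatic threshold marked 77 cells in all, too few to have worked, so the cells with the highest scores were removed at a rate of 0.8% per 1000 cells of the library, 907 cells (2.70%). Total counts per library ran from 3856851 to 42054111 UMIs, 139661110 in all over untreated and 105612375 over METH libraries, and the number of organoids, more than this depth, set the precision of the sums. No cell annotation by the authors was used here. Cells were clustered with Seurat 5.3.0 in R 4.3.3 (log-normalised counts, 2000 variable genes, reciprocal PCA integration of libraries, 30 dimensions, resolution 0.6). A cluster was named "X-like" when at least 3 markers of 1 of 27 classes were detected in at least 10% of its cells at a log2 fold of at least 1 over the other cells and its leading 10 genes did not point to another class; others kept their number. Clusters of 1 name were joined, and astrocyte- and Müller-glia-like cells were also joined as astroglia. Markers, gene lists, comparisons, tests, alternatives and the rule for named genes were fixed before the data were examined, apart from the additions named in the closing section.

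Raw counts were summed per library, and per library and class where a library had at least 20 cells of the class; a class was tested with at least 3 libraries per treatment. Sums were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, glmQLFit with robust dispersion, quasi-likelihood test) with batch and treatment as terms, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a fit at 0.05. The joint fit of astroglia and another class held each library fixed and tested the class-by-treatment term, and a batch-by-treatment term was tested over whole organoids. Levels are given as CPM scaled by TMM factors, mean ± SD over libraries, and log2 fold changes as METH over untreated with their standard error. DESeq2 1.42.0 (Wald test with batch) and limma 3.58.1 (limma-trend) were alternatives. The named genes were the 10 with the largest fold change in each direction among called genes with a mean of at least 5 CPM and the same sign in both batches (where fewer passed, the lowest p-values up to 5), 17 genes the study named together with GFAP, VIM, MKI67, TOP2A and IL6, the 5 lowest p-values per direction in each class, and the 2 to 4 members with the lowest p in each gene list.

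In total 25 gene lists with 458 entries were tested, with limma's camera at a preset inter-gene correlation of 0.01, and with an estimated correlation and fry as checks, adjusted over the lists: genes named by the study, immediate-early, heat shock, cytokine and NF-kB, interferon, MHC class I, MHC class II, complement, inflammasome, reactive astrocyte, p53 targets, pro-apoptotic, oxidative stress, metallothionein, ER stress, hypoxia and glycolysis, cell cycle, neurogenesis, synapse, monoamine, IGF, astrocyte transport, cholesterol, collagen and matrix, and photoreceptor genes. Members were also adjusted over the list alone. The camera test compares a list with all other genes, while fry tests whether the members move, on balance, in 1 direction.

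Shares of kept cells per class were compared by an exact permutation test, two-sided, of the mean of the within-batch differences, with labels permuted within batch (1120 arrangements), adjusted over 19 classes. Shares were compared between batches in the same way, with labels permuted within treatment. Spread between organoids was measured as edgeR's common biological coefficient of variation on the same genes and libraries for class sums and whole sums.

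On simulated data built from these libraries with the fitted effect removed and known changes added to some genes, the whole-organoid test called 16.9% of genes changed 1.5-fold, 58.5% of those changed 2-fold and 92.1% of those changed 4-fold, and 1.83% of its calls were false. On the real counts the highest count with permuted labels was 663 calls, so this false share holds for the simulated data only. For a 2-fold change the share called was 76.9% in photoreceptor-like, 73.8% in astroglia-like and 67.2% in mesenchymal-like cells, 28.6% for the class difference of astroglia- and photoreceptor-like cells, and 4.55% for the batch difference. Libraries of 1 group were checked for duplicates, and the lowest chi-square per gene over 19 pairs was 4.85, far above the 1 that resampling of 1 library would give.

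Alternatives covered scaling, low-count filters, the batch term, blocks of equal sample numbers, each batch alone, DESeq2 and limma-trend, stricter cell filters (at least 500 genes and at most 20% mitochondrial counts), doublet handling, clustering without integration and at resolutions 0.3 and 1.0, a minimum of 50 cells, log odds of shares, thinning to equal totals, class shares as a covariate, and leaving out each library in turn. The sample labels were also permuted within batches, in 100 splits for whole organoids, up to 40 per class and 15 for the class difference. The real labelling is included in these numbers and in each count of splits. Choroid-plexus-, epithelial-, excitatory-neuron-, inhibitory-neuron- and proliferating-cell-like classes had too few libraries for gene tests. Percentages of cells with a UMI of a gene were not compared, because free RNA reaches cells that do not express a gene. Results for 2 genes, 1 of them among the 8 groups with a library far from the others, are not reported here.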

Results

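RNA was counted in single cells of 14 cerebral organoids, self-organising neural tissue grown from H9 human embryonic stem cells. Untreated organoids gave 8 libraries, and organoids exposed to 5 µM methamphetamine (METH), a psychostimulant, gave 6, with 1 library per organoid. Batch 1 held 3 untreated and 3 METH libraries, and batch 2 held 5 untreated and 3 METH libraries. The deposited matrices held 33647 cell barcodes, of which 33638 had at least 200 detected genes. After likely doublets were removed, 32731 cells were kept, 17353 from untreated and 15378 from METH organoids. Each library gave 490 to 4674 kept cells, a total of 3856851 to 42054111 unique molecular identifiers (UMIs), and a median of 3752 to 8155 UMIs per cell. All organoids came from 1 cell line, so the p-values of genes and of cell shares below measure spread between these organoids. Those of camera with its preset correlation compare a list with other genes and do not measure that spread.

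The organoids held retinal, glial, neuronal and mesenchymal cell classes. Photoreceptor-like cells, named from markers such as CRX and RCVRN of light-sensing neurons, made up 25.5% ± 6.38 (SD, n = 8) of the cells of untreated organoids and 20.9% ± 16.9 (n = 6) of those of METH organoids. Müller-glia-like cells, the main glia of the retina, made up 15.0% ± 5.20 and 11.5% ± 5.74, and astrocyte-like cells made up 7.11% ± 6.77 and 7.92% ± 7.16. Of 24 clusters, 16 carried enough of their markers to be named, and these held 66.4% of the cells. The unnamed clusters held 31.2% ± 14.2 of the cells of untreated organoids and 31.5% ± 14.3 of those of METH organoids. Clusters 1, 15 and 16 among them had median UMI counts of 0.179, 0.169 and 0.182 of those of their libraries. Class names were rebuilt from the counts, so they need not match those of the study.

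The first comparison asked which genes METH changed in whole organoids, with the counts of all kept cells summed per library. DUSP1, a phosphatase that switches off MAP kinases and is itself induced early after stimulation, rose from 84.4 ± 28.5 CPM (SD, n = 8) to 154 ± 55.1 CPM (n = 6). Its log2 fold change was 0.75 (SE 0.099, edgeR's adjusted p = 0.0336). IFITM1, an interferon-induced membrane protein that restricts virus entry, rose from 142 ± 82.7 to 425 ± 227 CPM (log2 fold change 1.41, SE 0.21, edgeR's adjusted p = 0.0422). TMEM176A, a membrane protein, rose from 12.8 ± 4.93 to 32.4 ± 8.38 CPM (log2 fold change 1.33, SE 0.18, edgeR's adjusted p = 0.0336). PPP1R14A, an inhibitor of myosin phosphatase, rose from 2.19 ± 1.32 to 7.43 ± 4.11 CPM (log2 fold change 2.08, SE 0.30, edgeR's adjusted p = 0.0412). Its low level put it outside the rule for named genes, and it was named after its values were seen. DUSP1, IFITM1 and TMEM176A were higher than the untreated mean of their own batch in 6 of 6 METH libraries, and PPP1R14A had log2 fold changes of 2.76 in batch 1 and 1.64 in batch 2. IFITM1 and TMEM176A have close paralogs next to them, so shared reads leave their single values uncertain. On GRCh38, DUSP1 lies on chromosome 5 (172768096 to 172771195), TMEM176A on chromosome 7 (150800403 to 150805118), IFITM1 on chromosome 11 (310041 to 315272) and PPP1R14A on chromosome 19 (38251237 to 38256532), all of them protein-coding genes.

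Of 20703 genes tested, these 4 rose and 0 fell at an adjusted p of 0.05, with 3075 genes (1903 higher, 1172 lower) at an unadjusted p under 0.05 where 1035 were due by chance if genes were independent. With the labels permuted within batches, 5 of 100 splits gave at least 3075 such genes. DESeq2 called 281 higher and 86 lower. Among the named genes that did not pass, BST2, which tethers budding viruses to the cell, had a log2 fold change of 1.56 (SE 0.26, edgeR's adjusted p = 0.0784) and TMEM176B 1.15 (SE 0.18, edgeR's adjusted p = 0.0754). The AP-1 transcription factor genes JUN and JUNB stood at 1.04 (SE 0.18) and 1.22 (SE 0.21), each with an adjusted p of 0.0887. The growth factor carrier IGFBP3 stood at 1.54 (SE 0.44, adjusted p = 0.229). Among the lower named genes was P2RY1, a receptor for extracellular ADP (log2 fold change −0.66, SE 0.13, edgeR's adjusted p = 0.186), below the untreated mean of the batch in every METH library. NHLRC2, ZC3H13 and DPP8 followed between −0.29 and −0.35. Of the genes the study followed, B2M, the light chain of MHC class I, had 1002 ± 898 CPM in untreated and 2128 ± 1855 CPM in METH organoids. Its log2 fold change was 0.95 (SE 0.23, adjusted p = 0.220, 5 of 6 METH libraries higher). GFAP, the filament protein of astrocytes, had a log2 fold change of 1.74 (SE 0.69, adjusted p = 0.275), 2.98 in batch 1 and 0.71 in batch 2, and 0.59 without METH batch 1 replicate 2. NLRP1, an inflammasome sensor, had 1.69 ± 0.65 CPM in untreated organoids and a log2 fold change of 0.06 (SE 0.27). VIM, an intermediate filament, and TOP2A, a gene of dividing cells, had log2 fold changes of −0.02 (SE 0.19) and −0.03 (SE 0.50). MKI67, another gene of dividing cells, stood at −0.59 (SE 0.52, edgeR's adjusted p = 0.585). It had 8.09 ± 6.68 CPM in untreated and 5.39 ± 3.88 CPM in METH organoids. Its change was not called but stayed below 0 under all 32 alternatives that tested it (−1.01 to −0.12). IL6 had too few counts to test (0.197 ± 0.462 CPM untreated, 0.328 ± 0.622 CPM METH). The count of higher genes was 4 without untreated batch 2 replicate 1 or METH batch 2 replicate 1, 5 without untreated batch 2 replicate 3 (1 lower), 3 without METH batch 1 replicate 3 and 2 without METH batch 2 replicate 3. It was 167 without METH batch 1 replicate 1 (39 lower), and 0 without any 1 of the 8 other libraries. It was also 0 by edgeR with mesenchymal-like cells left out of the sums (2048 genes at an unadjusted p under 0.05), 0 with cluster 9 left out too (1899), where DUSP1 stood at 0.44, TMEM176A at 0.61, PPP1R14A at 1.32 and IFITM1, little moved, at 1.36, and 0 in each batch alone (780 genes at an unadjusted p under 0.05 in batch 1 and 2859 in batch 2).

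**Figure D1:**
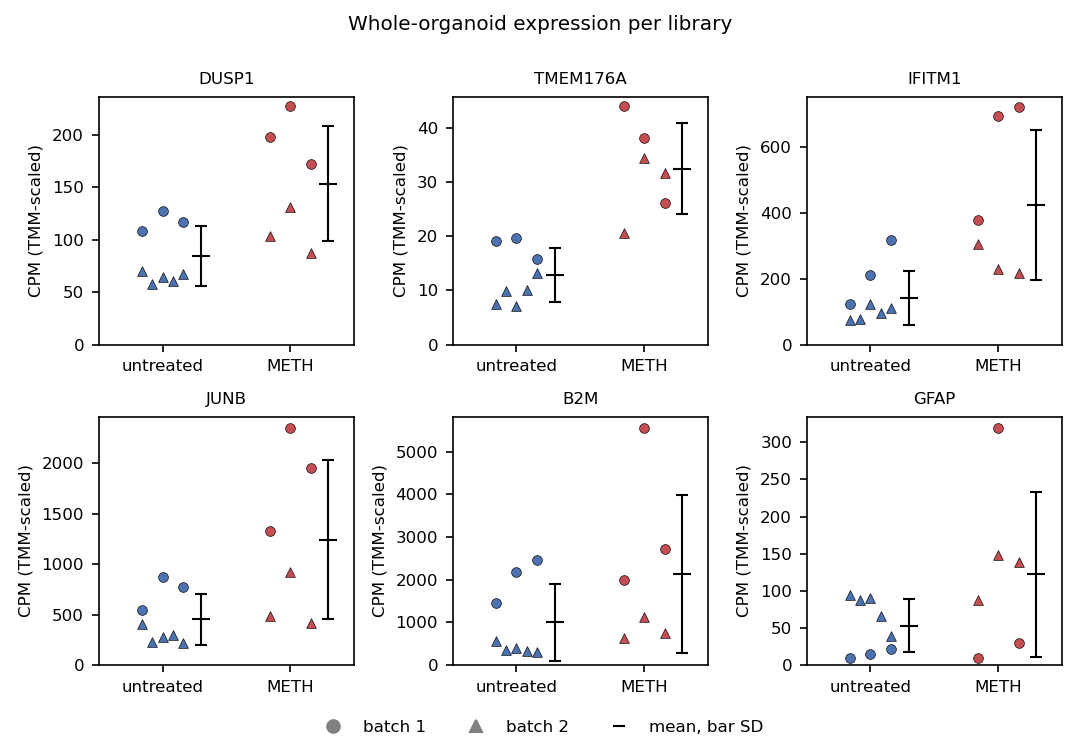
Levels of DUSP1, TMEM176A, IFITM1, JUNB, B2M and GFAP in whole organoids, in CPM scaled with TMM factors, with 1 point per library (circles batch 1, triangles batch 2) and the mean with its SD for untreated and METH organoids. DUSP1, TMEM176A, IFITM1 and JUNB were above the untreated mean of their own batch in 6 of 6 METH libraries, and B2M and GFAP in 5 of 6.

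Gene lists asked whether METH moved genes of a pathway together. The immediate-early list, genes induced within minutes of stimulation, rose, with 25 of 26 members higher and a median log2 fold change of 0.76, led by DUSP1, JUNB, JUN and IER2 (0.93, SE 0.17). Here camera's adjusted p was 0.0684 with an estimated correlation, and 19 members were higher when adjusted over the list alone. The interferon list rose as well (27 of 27 higher, median 0.91, adjusted p = 0.120 with an estimated correlation, 16 higher when adjusted over the list alone). XAF1 stood at 1.81 and IRF9, part of the interferon signalling complex, at 0.49. The MHC class I list, which presents peptides to T cells, rose with 14 of 14 members higher (median 0.50, adjusted p = 0.120 with an estimated correlation, 11 higher when adjusted over the list alone). PSMB9 of the immunoproteasome stood at 1.19 (SE 0.28) and the peptide transporter TAP2 at 0.68. All 9 MHC class II members were higher too (median 1.71, adjusted p = 0.195 with an estimated correlation, 5 when adjusted over the list alone), CD74, their invariant chain, at 2.69 (SE 0.60). HLA genes share reads, so single HLA values are uncertain. Cytokine and NF-kB genes rose (14 of 14 higher, median 0.96, adjusted p = 0.195 with an estimated correlation, 6 when adjusted over the list alone). The chemokine CXCL2 stood at 1.58 (SE 0.43) and NFKBIA, the inhibitor of NF-kB, at 0.95 (SE 0.21). The genes named by the study were 17 of 17 higher (median 0.95, adjusted p = 0.0684 with an estimated correlation, 15 when adjusted over the list alone). The study chose them on these samples, so neither their direction nor that count is independent evidence. DUSP1, JUNB, JUN and IER2 are among them, so the rise of the immediate-early list is not fully independent either.

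Collagen and matrix genes rose with 20 of 20 members higher (median 1.00, adjusted p = 0.195 with an estimated correlation, 13 when adjusted over the list alone). The type I collagen genes COL1A1 and COL1A2 stood at 2.01 (SE 0.54) and 1.92 (SE 0.48). Complement genes rose (15 of 15 higher, median 0.65, adjusted p = 0.153 with an estimated correlation, 7 when adjusted over the list alone). CFB, a protease of the alternative pathway, stood at 1.85 (SE 0.42), C1R at 1.51 (SE 0.41) and the C1 inhibitor SERPING1 at 0.92. Insulin-like growth factor (IGF) genes rose (9 of 10 higher, median 0.84, adjusted p = 0.0684 with an estimated correlation, 4 when adjusted over the list alone), led by IGFBP4 at 1.23 (SE 0.26). Mesenchymal-like cells, named from markers that include collagen genes, were 6.24% ± 3.54 (n = 8) of the cells of untreated and 15.2% ± 9.72 (n = 6) of those of METH organoids. Smaller rises were called for ER stress genes (14 of 16 higher, median 0.40, adjusted p = 0.290 with an estimated correlation, 6 when adjusted over the list alone), with PPP1R15A, which restores translation after stress, at 0.66 and DDIT4 at 0.63. With the same 4 values in this order they were called for p53 targets (14 of 19, 0.26, 0.412, 0), oxidative stress genes (12 of 18, 0.15, 0.480, 0), hypoxia and glycolysis genes (22 of 27, 0.15, 0.497, 0) and cholesterol genes (12 of 17, 0.12, 0.497, 0). For these last 4 lists, in this order, 21, 20, 42 and 32 of 100 splits of the labels gave a camera p as low. In the inflammasome list, 7 of 12 members were higher (median 0.12, adjusted p = 0.210 with an estimated correlation). When adjusted over the list alone 5 were called higher, among them the caspases CASP1 (1.91) and CASP4 (1.97) and the pore-forming GSDMD (1.66, SE 0.32). NLRP2 (−0.60) was called lower, and was named after its values were seen.

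Synapse genes fell, with 17 of 18 members lower and a median log2 fold change of −0.35 (adjusted p = 0.385 with an estimated correlation, 0 when adjusted over the list alone). With the labels permuted within batches, 25 of 100 splits gave a camera p as low, so chance cannot be excluded. NLGN1, an adhesion protein of synapses, stood at −0.34 and UNC13A, which primes vesicles for release, at −0.66. Photoreceptor genes fell, with 20 of 22 lower and a median of −0.29 (adjusted p = 0.497 with an estimated correlation, 0 when adjusted over the list alone), OTX2 standing at −0.50. For this list 54 of 100 splits gave a camera p as low, so chance cannot be excluded here either. With the main axis of cell-class shares as a covariate the test pointed up (camera's adjusted p = 0.410). The other 8 lists were not called: heat shock (11 of 13 higher, median 0.18, camera's adjusted p = 0.0702), reactive astrocyte (16 of 20, 0.32, 0.0534), metallothionein (7 of 7, 0.42, 0.0861), and pro-apoptotic (12 of 20, 0.12, 0.223). Nor were neurogenesis (20 of 25, 0.13, 0.658), monoamine (5 of 11, −0.05, 0.667), astrocyte transport (6 of 11, 0.00, 0.771) and cell cycle (10 of 22, −0.03, 0.663, where the test pointed up and the batches went opposite ways). With camera's preset correlation 15 of the 25 lists rose and 2 fell, and with an estimated correlation 0 did. By fry 5 were higher, the study's genes and the immediate-early, IGF, MHC class I and interferon lists. Without mesenchymal-like cells 14 rose and 2 fell. The inflammasome and oxidative stress lists then did not pass (camera's adjusted p = 0.424 and 0.0794), and the reactive astrocyte list did (0.0305). Unnamed cluster 9 holds 1454 cells, all of which fall in the mesenchymal-like class at a clustering resolution of 0.3. With that cluster left out too, the IGF (0.0741) and photoreceptor (0.0580) lists did not pass either.

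Leaving out 1 library ended 5 of the smaller list calls, given here with camera's adjusted p. The inflammasome list no longer passed without untreated batch 2 replicate 1 (0.0639) or 3 (0.0779), METH batch 1 replicate 1 (0.0619) or 2 (0.0572) or METH batch 2 replicate 2 (0.0627). Oxidative stress genes did not pass without untreated batch 2 replicate 3 (0.0612) or 5 (0.0555) or METH batch 2 replicate 2 (0.131). Cholesterol genes did not pass without untreated batch 1 replicate 2 (0.187), untreated batch 2 replicate 3 (0.125) or 5 (0.103), METH batch 1 replicate 1 (0.127) or METH batch 2 replicate 2 (0.271). Hypoxia and glycolysis genes did not pass without untreated batch 2 replicate 3 (0.168) or METH batch 2 replicate 3 (0.0789), and photoreceptor genes without METH batch 1 replicate 2 (0.105) or METH batch 2 replicate 3 (0.144). Heat shock genes passed without untreated batch 1 replicate 1 (0.0180) or 3 (0.0374), untreated batch 2 replicate 1 (0.0178), METH batch 1 replicate 1 (0.0320) or METH batch 2 replicate 3 (0.0344). Reactive astrocyte genes passed without untreated batch 1 replicate 3 (0.0245), untreated batch 2 replicate 1 (0.0220) or METH batch 1 replicate 1 (0.00410) or 3 (0.0347), metallothionein genes without untreated batch 2 replicate 1 (0.00441) and cell cycle genes without untreated batch 1 replicate 3 (0.0120). With the share of mesenchymal-like cells as a covariate the collagen list was not called (camera's adjusted p = 0.385).

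**Figure D2:**
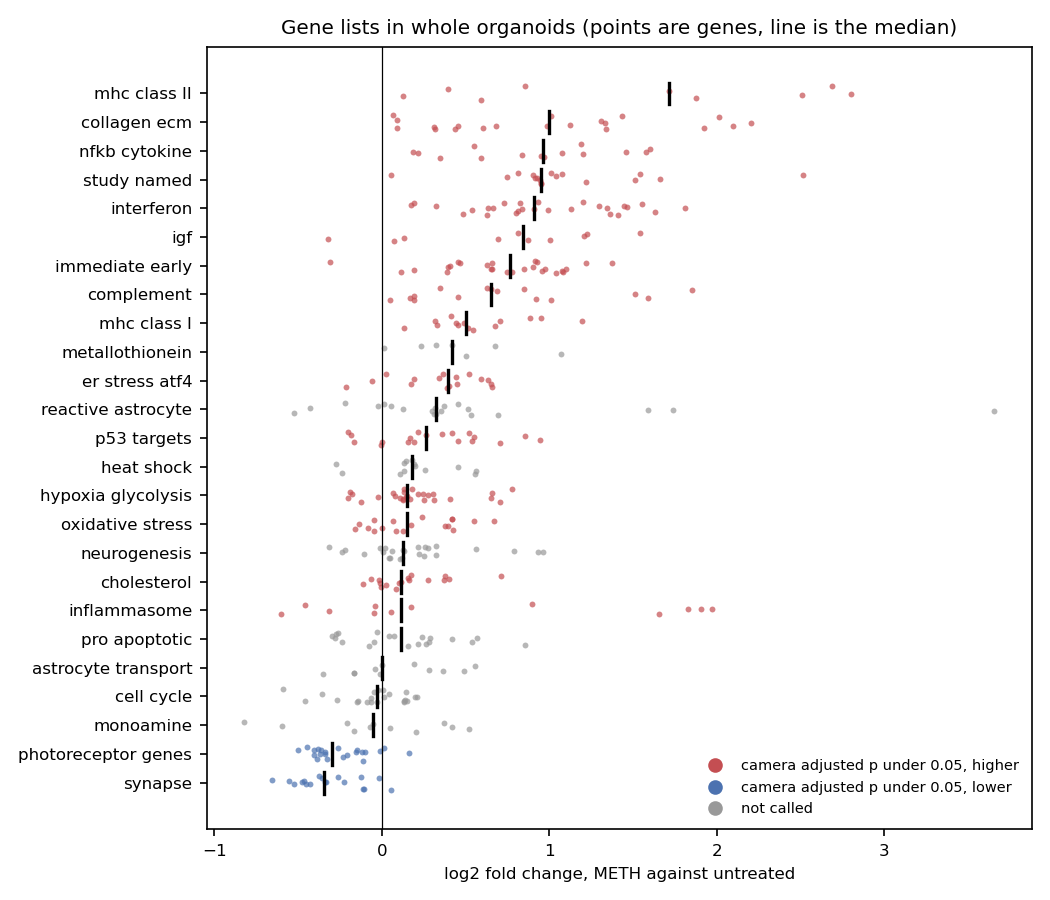
Log2 fold change of METH against untreated whole organoids for the members of 25 gene lists (points), with the median of each list as a black line, red where camera called the list higher, blue where lower and grey where not called (preset correlation, adjusted p of 0.05). The interferon list had 27 of 27 and the immediate-early list 25 of 26 members above 0, while 17 of 18 synapse members lay below 0; with an estimated correlation none of the lists was called.

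The next comparison asked whether METH changed the mix of cells. Mesenchymal-like cells were 9.32 points more frequent in METH organoids, 8.88 in batch 1 and 9.76 in batch 2, and above the untreated mean of the batch in 6 of 6 libraries (exact permutation test, two-sided, p = 0.00893, adjusted p = 0.170). Müller-glia-like cells differed by −4.05 points (exact permutation p = 0.168). Neuron-like cells were 4.63% ± 3.09 (n = 8) of untreated and 2.74% ± 2.55 (n = 6) of METH cells (exact permutation p = 0.115), and the small proliferating-cell-like class was 1.37% ± 0.775 and 1.26% ± 0.994 (exact permutation p = 0.921). Of 19 classes, 0 passed at an adjusted p of 0.05 and 1 had an unadjusted p under 0.05. The smallest p that permuting the labels within batches can give is 0.000893. Clusters with collagen among their leading genes make up the mesenchymal-like class, so its share and the collagen list are not separate measurements. Without METH batch 2 replicate 2 the difference in mesenchymal-like cells was 5.29 points.

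**Figure D3:**
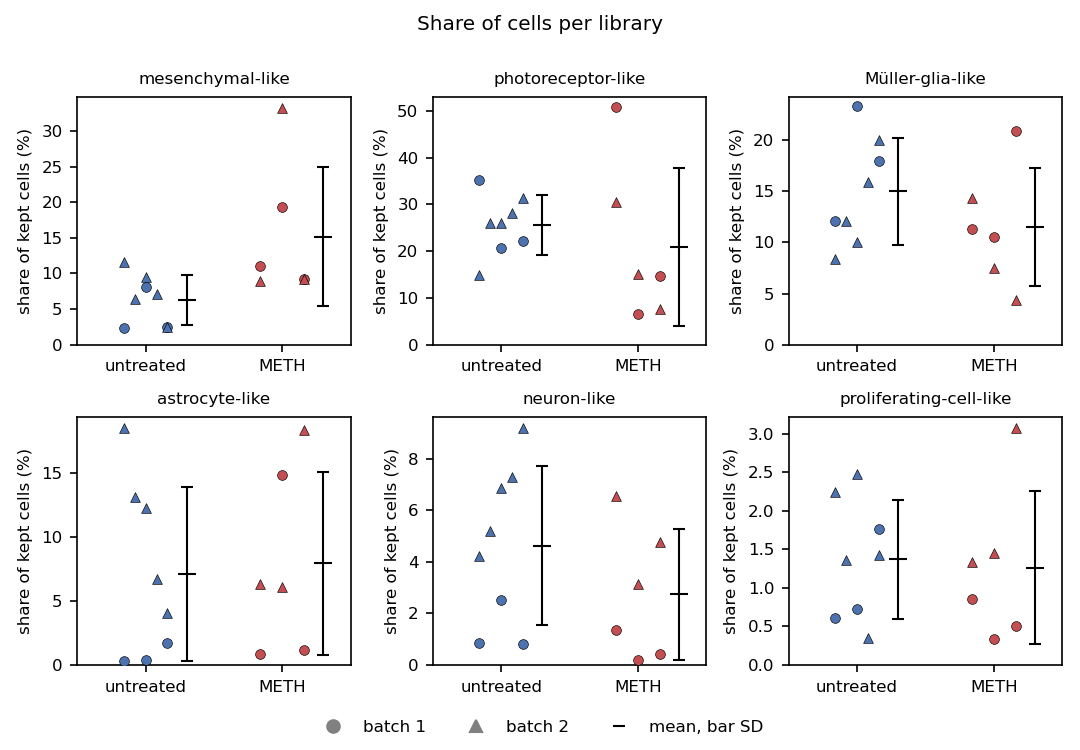
Share of kept cells (%) per library in 6 cell classes, 1 point per library (circles batch 1, triangles batch 2), with the mean and SD of untreated and METH organoids. Mesenchymal-like cells averaged 6.24% in untreated and 15.2% in METH organoids, and photoreceptor-like shares spread widely between METH libraries (SD 16.9).

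Genes were then compared within 14 cell classes, and within astrocyte- and Müller-glia-like cells together (astroglia). In mesenchymal-like cells the immediate-early genes JUNB, from 1508 ± 672 (n = 7) to 2591 ± 1172 CPM (n = 6), and IER2, from 600.0 ± 323 to 1144 ± 648 CPM, rose by 0.69 (SE 0.11) and 0.78 (SE 0.12) on the log2 scale (edgeR's adjusted p = 0.0431 for each). In unnamed cluster 10 (4 untreated and 3 METH libraries) the matrix genes COL1A1 (2.55, SE 0.24) and MMP2, a protease of the matrix (1.73, SE 0.23), and GOLM1 (1.55, SE 0.22) rose (edgeR's adjusted p = 0.00134 to 0.0337). TMEM176B rose in unnamed cluster 9 (1.76, SE 0.23, edgeR's adjusted p = 0.00125). In cluster 15, a low-count cluster, 44 genes rose, among them JUN (1.76, SE 0.35) and, named after their values were seen, IGFBP2 (1.86) and COL3A1 (1.91). PDE1C (−2.22), RIMS2 (−1.67) and ROR1 (−1.36) fell there. In the photoreceptor-like class 0 of the genes passed, and the named genes IFITM1, SPARC, a matrix-binding glycoprotein, JUNB and IFITM3 stood at 1.85 (SE 0.31), 0.86 (SE 0.16), 0.62 (SE 0.11) and 1.10 (SE 0.22). Astroglia-like cells had 0 calls, with GFAP at 1.71 (SE 0.58, 179 ± 137 CPM untreated, n = 8, and 370 ± 271 CPM METH, n = 6), B2M at 0.74 (SE 0.20), JUNB at 0.56 (SE 0.13) and C1R at 0.91 (SE 0.36). The lowest adjusted p in that class was 0.456. In METH batch 1 replicate 2, 661 of 1132 astroglia-like cells were astrocyte-like, against 7 of 304, 3 of 196 and 68 of 789 in untreated batch 1. METH batch 1 replicates 1 and 3 had 9 of 127 and 16 of 304. A change of GFAP within these cells is therefore not separated from a change in the mix of the pool. Most untreated astrocyte-like cells lay in cluster 8 and most METH ones in cluster 6, and cluster 8 held 1 cell of batch 1 and 1564 of batch 2.

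Across the 14 classes most of the genes the study followed were higher where tested. B2M was higher in 14 of 14 (12 at an unadjusted p under 0.05, median log2 fold change 0.75), JUNB in 14 of 14 (11, 0.56), and IER2 in 13 of 14 (10, 0.62). JUN was higher in 13 of 14 (7, 0.60), NFKBIA in 12 of 12 (6, 0.43) and DUSP1 in 12 of 12 (5, 0.38), while VIM was higher in 6 and lower in 8. C1S was higher in 11 of 13, with 1 at an unadjusted p under 0.05, IER3 was higher in 5 and lower in 4 (median 0.017), and CXCL8 was higher in 1 of 3. These classes share their libraries and the RNA set free in them, so they are not independent repeats. In total 53 calls were made (50 higher, 3 lower). This count depended on the processing. It was 0 at resolution 0.3, 1 with no batch term, 185 with no doublets removed and 471 with no low-count filter. DESeq2 called 10 higher and 7 lower in mesenchymal-like, 15 and 10 in photoreceptor-like, 6 and 3 in astroglia-like, 3 and 0 in Müller-glia-like, 1 and 1 in astrocyte-like, 0 and 0 in neuron-like and 0 and 1 in bipolar-like cells. Beside the counts of 0, genes at an unadjusted p under 0.05 numbered 1422 in photoreceptor-like, 1109 in astroglia-like, 861 in Müller-glia-like, 577 in astrocyte-like, 344 in neuron-like and 271 in bipolar-like cells, where 770, 767, 664, 633, 404 and 206 were due by chance. Splits of the labels gave as many in 5, 7, 5, 15 and 15 of 40 and, for bipolar-like cells, 4 of 35. They numbered 108 to 551 in clusters 1, 5, 13, 16 and 19 (149 to 460 due by chance), where DESeq2 called 0 to 3 genes per cluster, and 5 classes had too few libraries to test. Untreated batch 2 replicate 5 held too few mesenchymal-like cells to enter that fit. The mesenchymal-like count of 2 was 2 higher and 1 lower without METH batch 2 replicate 3, and 1 without untreated batch 2 replicate 2. It was 1 (lower) without METH batch 1 replicate 2 and 0 without any 1 of the 10 other libraries. That of cluster 15 was 0 without untreated batch 1 replicate 1, METH batch 1 replicate 2 or METH batch 2 replicate 3. It had 12 to 18 genes higher without untreated batch 1 replicate 2 or 3 or untreated batch 2 replicate 4, 29 without untreated batch 2 replicate 5, 133 without untreated batch 2 replicate 1 and 128 without METH batch 2 replicate 1. Cluster 10 had 1 gene higher without untreated batch 1 replicate 1, 2 (then with 2 lower) or 3, 6 without METH batch 1 replicate 2 and 5 (1 lower) without METH batch 2 replicate 3. Cluster 9 had 8 (2 lower) without untreated batch 1 replicate 2, 3 without untreated batch 2 replicate 4 and 4 without METH batch 2 replicate 2.

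Gene lists moved within classes as well. In photoreceptor-like cells 20 of 20 immediate-early members were higher (median log2 fold change 0.44, camera's adjusted p = 0.0149 with an estimated correlation), as were 11 of 12 interferon members (0.82, 0.0149). The complement (10 of 12, 0.24, 0.0244), collagen (13 of 16, 0.32, 0.0200) and IGF (7 of 9, 0.47, 0.0233) lists passed with an estimated correlation too. Photoreceptor genes themselves rose in these cells (17 of 22 higher, median 0.15, adjusted p = 0.519 with an estimated correlation), and 14 lists rose there in all, 6 of them with an estimated correlation. In mesenchymal-like cells 21 of 24 immediate-early members were higher (median 0.35, adjusted p = 0.109 with an estimated correlation), whereas collagen genes were not called (10 of 19 higher, median 0.0037). Interferon genes were 21 of 22 higher in astroglia-like cells (median 0.77, adjusted p = 0.290 with an estimated correlation), 18 of 18 in astrocyte-like cells (1.03, 0.500) and 5 of 6 in neuron-like cells (1.37, 0.260). Over the 14 classes camera with its preset correlation called the interferon list higher in 10, the immediate-early list in 9 and the MHC class I list in 5, each with a median above 0 in 14 of 14. With an estimated correlation the interferon and immediate-early lists held in 1 class each and the MHC class I list in 0.

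**Figure D4:**
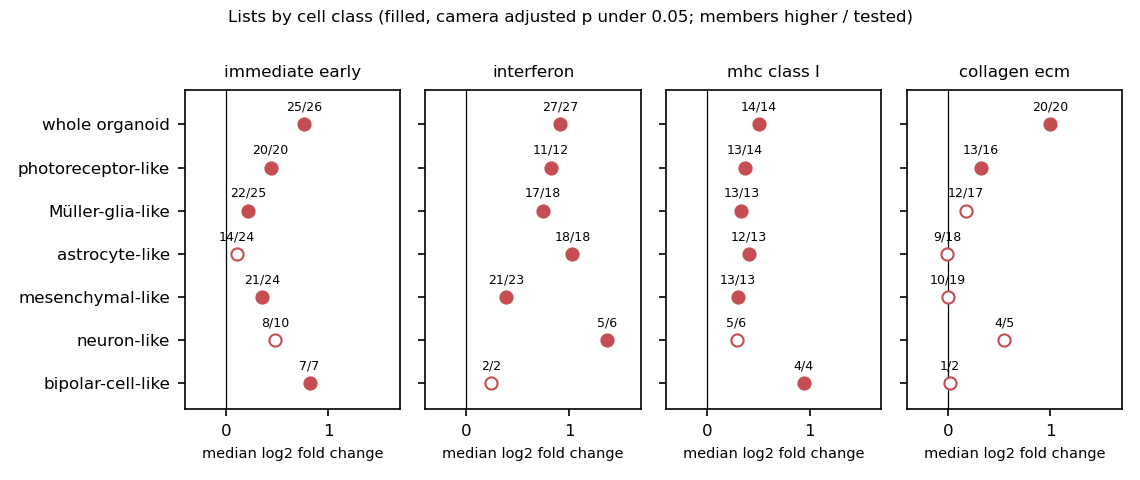
Median log2 fold change of METH against untreated for the immediate-early, interferon, MHC class I and collagen lists in whole organoids and 6 cell classes; filled points passed camera at an adjusted p of 0.05 with the preset correlation, and numbers give members higher of members tested. Interferon medians lay above 0 in each class shown, and the collagen median was 0.0037 in mesenchymal-like cells.

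The study described a marked response in GFAP-positive astrocytes, beside rises across most cell types. The METH effect in astroglia-like cells was therefore tested against that in 12 other classes, with each library fixed. Müller-glia-like cells outnumber astrocyte-like cells in this pool (15.0% against 7.11% of the cells of untreated organoids). Astrocyte-like cells alone were not compared with other classes, so the test does not address the study's astrocytes by themselves. APOE, the main lipid carrier of astrocytes, had a larger fitted response in astroglia-like cells than in cluster 16 (difference of log2 fold changes 2.73, SE 0.61, edgeR's adjusted p = 0.0346), and PDGFD, a growth factor (−4.66, SE 1.04, adjusted p = 0.0346), and the uncharacterised ENSG00000243620 (−5.10, SE 0.98, adjusted p = 0.00285) a smaller one. Cluster 16 is an unnamed low-count cluster, and these were the 3 calls of the 12 comparisons. Against photoreceptor-like cells 0 genes differed, with B2M at −0.48 (SE 0.81), JUNB at −0.16 (SE 0.19), C1S at 0.49 (SE 0.36) and GFAP at −0.20 (SE 0.47). Other genes the study followed had a smaller response in astroglia- than in photoreceptor-like cells at an unadjusted p under 0.05, each with an adjusted p of 1.00 by edgeR: IGFBP3 (−2.09, SE 0.51), IFITM3 (−0.74, SE 0.27), IER3 (−0.87, SE 0.40) and VIM (−0.83, SE 0.39). At that unadjusted level HP had a larger response than in cluster 15 (1.98), cluster 5 (3.17) and mesenchymal-like cells (2.75). So had C1R (1.30) and C1S (1.19) against cluster 19. Smaller responses included IGFBP3 against clusters 1, 10 and 15 and neuron-like cells, and JUN against clusters 1, 9 and 15 and mesenchymal-like cells. None of these passed after adjustment. The 12 comparisons had 208 to 477 genes at an unadjusted p under 0.05, fewer in each than the 567 to 853 due by chance. With the labels permuted within batches, 7 of 15 splits gave as many calls, so chance cannot be excluded for them. With a class-by-batch term, which was added after the data were seen, the count was 6 higher and 7 lower. With at least 50 cells per library and class the comparison with cluster 16 could not be run.

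A further comparison asked whether METH acted alike in both batches. Across 18949 genes the log2 fold changes of batch 1 and batch 2 had Pearson's r = 0.404 and Spearman's rho = 0.415, genes not being independent replicates, and 66.4% had the same sign. Of the genes at an unadjusted p under 0.05 in both, 154 had the same and 6 the opposite sign. LCN2, a secreted iron-siderophore carrier of inflammation, stood at −0.33 in batch 1 and 6.06 in batch 2, and GFAP at 2.98 and 0.71. With camera's preset correlation cell cycle genes passed in opposite directions, lower in batch 1 (adjusted p = 0.0083) and higher in batch 2 (0.0033), with TOP2A at −0.89 and 0.57. In whole organoids permuted labels gave this list an unadjusted camera p as low as 1.29e-22. A low p for it can therefore arise without a METH effect. The edgeR test of the batch-by-treatment term called 0 of 20703 genes, with 752 at an unadjusted p under 0.05 where 1035 were due by chance. In tests on simulated data this term found 4.55% of genes with a 2-fold and 52.3% of those with a 4-fold difference, so 2-fold differences between batches were mostly not detectable with these libraries.

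Batches differed in their mix of cells whatever the treatment. Neuron-like cells were 1.03% of cells in batch 1 and 5.91% in batch 2, a difference of 4.66 points (exact permutation test, two-sided, adjusted p = 0.00848), and bipolar-like cells, relay neurons of the retina, were 2.01 points more frequent in batch 2 (exact permutation, adjusted p = 0.0424). Clusters 9 and 10 were less frequent in batch 2 by the exact permutation test (−5.21 points, adjusted p = 0.00848, and −7.51 points, adjusted p = 0.0113). These 4 of the 19 classes passed.

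The last comparison asked whether expression within a class varied less between organoids than expression of whole organoids, as a mix of cells that differs between organoids would give. In photoreceptor-like cells the biological coefficient of variation was 0.188 against 0.241 for whole organoids of the same libraries, a ratio of 0.781. The ratio was 0.967 in astroglia-like, 0.981 in Müller-glia-like and 1.01 in mesenchymal-like cells, and 1.11, 1.13 and 1.26 in astrocyte-, bipolar- and neuron-like cells. Unnamed clusters ran from 1.08 to 1.74. With the sums thinned to the same total count, though not to the same number of cells or counts per cell, the ratio was 0.794 in photoreceptor-like and 1.00 in Müller-glia-like cells.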

Values the study reported

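The study reported 10,135 cells from control organoids and 10,623 cells from METH-treated organoids after quality filtering, with METH given at 5 μM. Its clustering gave 16 groups of cells.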

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

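The tests that leave out mesenchymal-like cells or use their share, the test of handling stress by heat shock genes, and that of depth as a covariate, were chosen after the results were seen. In 8 of the 200 groups of values tested, 1 library lay far from the others of its treatment by Dixon's ratio (gap over range), where chance gives about 1 in 20, or 10.0 groups, so these single values carry little weight. The ratio was taken on log2(CPM + 1) for genes and on percentages for shares of cells. CCL2, a chemokine that draws in monocytes, reached 317 CPM in METH batch 1 replicate 2 against 33.4 to 50.0 CPM in the other METH libraries (ratio 0.822). MT1G, a metallothionein with close paralogs that share reads, stood at 55.3 CPM in METH batch 2 replicate 2 against 1.01 to 5.84 CPM (ratio 0.632). GJA1, a gap junction protein of astrocytes, stood at 92.4 CPM in untreated batch 2 replicate 3 against 14.2 to 29.3 CPM (ratio 0.62). Choroid-plexus-like cells were 14.1% of untreated batch 2 replicate 3 against 0 to 1.57% (ratio 0.889), and inhibitory-neuron-like cells 12.5% of untreated batch 2 replicate 1 against 0 to 3.56% (ratio 0.716). Excitatory-neuron-like cells were 8.40% of untreated batch 2 replicate 2 against 0.121 to 2.40% (ratio 0.724), and 10.6% of METH batch 2 replicate 3 against 0.134 to 0.897% (ratio 0.927). A difference between classes was called for APOE (2.73), PDGFD (−4.66) and ENSG00000243620 (−5.10), the METH effect in astroglia-like cells minus that in cluster 16 on the log2 scale, although 7 of 15 splits of the labels gave as many calls.

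Collagen, complement and IGF genes were higher in METH organoids, which also held more mesenchymal-like cells. With these cells left out of the sums, 80.4% of the mean log2 fold change of the collagen list was left (95% bootstrap interval over members 66.5 to 90.4), 86.4% of that of complement genes (74 to 99.7) and 65.1% of that of IGF genes (43.9 to 83.9). Cluster 9 joins the mesenchymal-like class at resolution 0.3, where the share difference is 11.8 points. With cluster 9 left out too, 54.1% (38.5 to 65.2), 85.2% (73.1 to 99.5) and 53.7% (28.5 to 74.8) was left. This argues against these cells in the sums as the whole cause for complement genes, while for collagen and IGF genes their share stays open. RNA set free by mesenchymal-like cells would keep collagen genes in 1 ratio in photoreceptor-like cells. The median correlation of members between these classes was 0.197, which argues against it over the libraries as a set. It was highest in the 2 METH libraries richest in mesenchymal-like cells, METH batch 2 replicate 2 (0.610) and METH batch 1 replicate 2 (0.437), so free RNA in these 2 stays open. With the share as a covariate 18.3% of the collagen change was left, a mean log2 fold change of 0.18 where it was 0.99 (48.3% for complement, 50.3% for IGF). Without the 2 METH libraries richest in these cells 39.2% was left (24 to 52.1; 50.8% for complement, 57% for IGF), so a process that goes with the share in other cells too may be a candidate explanation, beside METH itself.

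Immediate-early genes were higher in METH organoids and in most classes. Without mesenchymal-like cells 71.5% of the mean log2 fold change was left (65.8 to 77.3), and 65% (57.7 to 73.7) with cluster 9 left out too, although with their share as a covariate it was 45.5% and without the 2 METH libraries richest in them 62.5%. With the log2 total count per library as a covariate 99.6% was left (98.7 to 100), which argues against depth; thinning every library to the lowest total left 101%, but random thinning keeps ratios on average, so it decides nothing. Free RNA of each library's mixture was estimated to bring 36.4% of the rise in photoreceptor-like cells (18 to 46.2). The share of free RNA was taken from collagen genes, as their level in photoreceptor-like cells over that in whole organoids. This was 8.05 to 24.9% in untreated and 6.48 to 15.4% in METH libraries. If part of that collagen is the cells' own, the estimate can be too low, so the test cannot decide. Stress of dissociation also induces these genes, and the median log2 fold change of heat shock genes was 0.178, neither called nor at 0, so handling that differed between treatments stays open. A response to METH stays open beside it.

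Interferon and MHC class I genes were higher in METH organoids. Without mesenchymal-like cells 90.5% and 80.0% of their mean log2 fold change was left (84 to 95.7 and 74.4 to 83.7), with cluster 9 left out too 89.9% and 78.7% (82 to 96.3 and 72.4 to 83), and leaving out any 1 library left at least 80.9% of the interferon change (74.3 to 87.8; without METH batch 2 replicate 1), which argues against these cells in the sums and, for interferon genes, against a single library as the whole cause. With the share as a covariate 72.3% and 52.1% was left (64.1 to 80.3 and 42.2 to 65.3), and without the 2 METH libraries richest in these cells 78.1% and 63%, so for MHC class I genes a process that goes with the share in other cells stays open. Free RNA could bring 32.2% of the interferon rise in photoreceptor-like cells (−3.36 to 76.8) and −46.3% of that of MHC class I genes (−322 to 395), intervals too wide to decide, so free RNA cannot be told apart from expression in these cells. Reads shared between IFITM and HLA paralogs were not tested. A response to METH stays among the open explanations.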

How the results depend on the processing

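The settings that concern mesenchymal-like cells, and the class-by-batch term, were chosen after seeing the data. Over all results and alternatives 5666 values kept their direction and their side of the threshold, 175 no longer passed, 130 newly passed, 90 moved and 55 reversed, and where nothing else is said the cause was not tested. IFITM1, TMEM176A and DUSP1 kept their direction under all 33 alternatives (log2 fold changes 1.30 to 1.58, 0.61 to 1.59 and 0.44 to 0.86). DESeq2 called 281 genes higher and 86 lower in whole organoids. The count higher was 0 with no batch term, with a replicate block, in batch 1 or batch 2 alone, which hold fewer libraries, with the first component of class shares or the mesenchymal-like share added, without mesenchymal-like cells, also with cluster 9 left out, and without the 2 METH libraries richest in them. Among log2 fold changes near 0, TOP2A turned to 0.094 with no batch term, 0.18 with limma-trend, 0.55 in batch 2, 0.015 when thinned, 0.11 without mesenchymal-like cells, 0.13 with cluster 9 left out too, and 0.041 without the 2 METH libraries. VIM turned to 0.0054 with no batch term and 0.22 in batch 2, CXCL8 to −0.056 with the first component, and SOX4 to −0.029 in batch 1. MT1G turned to −0.36 with a replicate block, −0.10 in batch 1, −0.023 with the first component, −1.02 without mesenchymal-like cells, −1.22 with cluster 9 left out too, −1.62 with their share and −0.93 without the 2 METH libraries. With the share added GCLC turned to −0.027 and MT2A to −0.045. Same-numbered libraries of a batch had deviations from their group means that correlated across genes at r = 0.53, −0.06, 0.26, −0.72, −0.19 and −0.21, so sample numbers do not pair the libraries.

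With an estimated correlation 0 gene lists were higher and 0 lower, and 1 was lower with the first component, with the share, without mesenchymal-like cells and cluster 9, and without the 2 METH libraries. Cell cycle genes were lower in batch 1 (camera's adjusted p = 0.0083, against 0.0033 pointing up in batch 2), and photoreceptor genes pointed up with the first component (adjusted p = 0.41, with 1.75e-07 to 0.497 over its alternatives). Neurogenesis genes passed, pointing up, in batch 2 (0.0351), with the share added (0.00794), without mesenchymal-like cells and cluster 9 (0.0275) and without the 2 METH libraries (0.00276), and pointed down in batch 1 (0.0569), with 0.00276 to 0.958 over the alternatives. The 53 calls over classes were 158 with DESeq2, 471 with no low-count filter, 1 with no batch term, 3 with a replicate block, 4 with limma-trend, 7 in batch 2, 29 with the stricter cell filter, 185 with no doublets removed, 184 with Scrublet's own threshold, 0 at resolution 0.3, 1 with no integration and 8 with at least 50 cells, where clusters 10 and 15, which hold most of the calls, were not tested. By class DESeq2 called 2 genes in astrocyte-, 9 in astroglia-, 1 in bipolar-, 17 in mesenchymal-, 3 in Müller-glia- and 25 in photoreceptor-like cells, and with no low-count filter 6 were called in bipolar-, 5 in mesenchymal- and 5 in neuron-like cells. The mesenchymal-like count was 0 with a mean of at least 10 CPM, no batch term, a replicate block, limma-trend, batch 1 or batch 2 alone, resolution 0.3 and no integration. The class difference gave 13 calls with the class-by-batch term. With at least 50 cells only 5 of the 12 comparisons could be run, and cluster 16, which holds the 3 calls, was not among them. The spread ratio of Müller-glia-like cells was 1.0047 when thinned to the same total. The share difference of choroid-plexus-like cells turned to 1.16 as log odds, of neuron-like cells to 0.25 points at resolution 0.3 and of proliferating-cell-like cells to 0.021 points with no integration. Batches differed in 11 class shares with no integration and 8 as log odds, and the astroglia-like share by −8.59 points with no integration.

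Leaving out 1 library gave 0 to 167 genes higher and 0 to 39 lower in whole organoids, 1 to 2 lists lower, and 4 to 157 calls over classes, with 0 to 6 in bipolar-, 0 to 3 in mesenchymal-, 0 to 1 in Müller-glia-, 0 to 1 in neuron- and 0 to 8 in photoreceptor-like cells. Log2 fold changes ran from −0.055 to 0.17 for NLRP1, −0.10 to 0.11 for VIM, −0.30 to 0.31 for TOP2A and −0.89 to 1.59 for MT1G. Share differences in points ran from −0.221 to 3.26 for astrocyte-, −0.685 to 0.116 for bipolar-, −0.489 to 1.26 for choroid-plexus-, −0.943 to 1.504 for excitatory-neuron-, −0.362 to 2.20 for inhibitory-neuron- and −0.322 to 0.142 for proliferating-cell-like cells. Among unnamed clusters, 1, 15 and 16 were shallow, with medians of 797.5, 861 and 893 UMIs per cell.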

Other observations

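The comparison of batches over genes was not among the planned results and was chosen after the data were seen. With treatment in the model, neurogenesis genes tended to be higher in batch 2 than in batch 1 and several stress and antigen presentation lists lower, though none of these lists passed with an estimated correlation. DCX, a microtubule protein of young neurons, was higher in batch 2 by 5.45 on the log2 scale (SE 0.47) and the neuronal RNA-binding protein ELAVL4 by 5.96, and 19 of 25 neurogenesis members were higher (median 1.32, camera's adjusted p = 0.528 with an estimated correlation). The synapse list was not called (camera's adjusted p = 0.214), with 14 of 18 members higher and a median of 0.45. Of its members 6 were called higher and 3 lower. Against this direction VAMP2 (−0.77), RAB3A (−0.70), MAP1B (−0.50) and STMN1 (−0.45) were lower. ADM, a hypoxia-induced peptide hormone, was lower (−3.06, SE 0.18), as were HSPA5, the main chaperone of the endoplasmic reticulum (−2.08), and DDIT3, a stress transcription factor (−1.74). MHC class I genes had a median of −1.71 with 14 of 14 members lower (camera's adjusted p = 0.448 with an estimated correlation), heat shock genes −1.18 with 13 of 13 lower, complement genes −1.48 with 13 of 15 lower and oxidative stress genes −1.42 with 15 of 18 lower, each of these 3 again at 0.448. By edgeR 6209 genes were higher and 6405 lower in batch 2 at an adjusted p of 0.05, and batch also holds what differed in growth and sequencing between them.

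With at least 200 genes 33638 cells were left here, 17796 of them untreated. Both are higher than the values quoted from the study above. The deposited matrices were made with Cell Ranger 8.0.1, a later version than the study names, so the counts do not come from the same processing.

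The sample labels were permuted within batches to ask whether other splits gave as large a result. Each count of splits includes the real labelling. For the genes called in whole organoids 2 of 100 splits gave as many (real value 4). The highest other split gave 663, for a reason that was not tested, so chance is not excluded. For the genes at an unadjusted p under 0.05 chance cannot be excluded (5 of 100, 3075, highest other 5702). Under 0.05 of the splits gave as many genes called in mesenchymal-like cells (1 of 40 splits, real value 2, highest other 0). The same held for cluster 15 (1 of 40, 47, highest other 1). It held for the camera p of the immediate-early list (1 of 100, 3.28e-25, lowest other 2.74e-16). For the interferon list the count was 4 of 100 (camera p 2.55e-19, lowest other 2.37e-29). These shares were not adjusted for the number of results compared, so they do not exclude chance. The study named DUSP1, JUNB, JUN and IER2 from these samples, so the rank of the immediate-early list is not independent evidence. By the median of the interferon list 6 of 100 splits were as far from 0 (0.91, highest other 1.01). Chance cannot be excluded for the number of lists called (9 of 100, 17, highest other 18). The same is true of the camera p of the collagen list (11 of 100, 2.27e-10, lowest other 2.15e-19). By that list's median the count was 1 of 100 (0.999, highest other 0.936). Nor can it be for cluster 9 (6 of 40, 1, highest other 2), for the class difference (7 of 15, 3, highest other 27) or for the genes at an unadjusted p under 0.05 for the batch difference (51 of 100, 752, highest other 5623). Results with 0 calls cannot exceed other splits, the highest other count being 1388 for the batch difference, and 292 in astrocyte-, 1 in astroglia-, 10 in bipolar- (35 splits), 2 in Müller-glia-, 167 in neuron- and 1 in photoreceptor-like cells, and 26, 2, 23 and 3 in clusters 1, 13, 16 and 5. For cluster 10 (20 splits, 3, highest other 2) and cluster 19 (20 splits, 0, highest other 37) the splits are too few for a share under 0.05. Among the other called lists a camera p as low came in 54 of 100 splits for photoreceptor and 42 for hypoxia and glycolysis genes. It came in 32 for cholesterol, 25 for synapse, 21 for p53 target, 20 for oxidative stress and 15 for MHC class II genes. It came in 10 for inflammasome and 6 for ER stress genes, so by this measure chance cannot be excluded for these lists. The count was 3 for cytokine and NF-kB, 2 for MHC class I, 2 for IGF, 1 for complement and 1 for the study's genes. The study chose its genes on the real labelling, so their count is not evidence against chance.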
